A study of Rattus norvegicus with 8 samples.

How the data were processed

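Poly(A) RNA was sequenced from cultured atrial heart muscle cells of newborn rats, labelled P2, after transfection with a small interfering RNA (siRNA, a short duplex that directs the degradation of a matching transcript). There were 8 libraries. 4 received an siRNA with no intended target (control) and 4 received an siRNA directed at 1 transcript (knockdown), whose gene is not reported here. The group and the replicate number of each library came from its title. The labels also named 2 batches, each with 2 control and 2 knockdown libraries, and did not say what separated the batches.

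The authors deposited 1 table per library with a whole-number read count for each of 38898 Ensembl rat gene IDs and no normalization. The deposited tables were named for HTSeq, a program that counts reads per gene. Per the labels' protocols, the libraries were prepared with a directional kit that selects poly(A) RNA. The aligner, the genome build, the annotation release, the HTSeq options and the strand setting were not stated, so reads that overlapping or near-identical genes share could have been counted for either, or for neither. The tables held no rows for unassigned reads, and all 8 listed the same IDs. All columns belonged to samples of the series.

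The tables did not pair the IDs with gene names. The reference table given for the rat (assembly GRCr8, 47357 genes) carried no Ensembl IDs, so 0 IDs were matched to a symbol. For this reason the level of the target in each library, 16 tests of gene lists planned before the data were examined, and corrections for GC content and gene length were not analysed here. The group names therefore rest on the labels alone. Chromosomal positions are not given, since no genome or annotation of the build behind the counts was used here.

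Counts were analysed in R 4.3.3 with edgeR 4.0.16. IDs were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 15140 IDs holding 99.95% of all counts. Libraries were scaled by trimmed mean of M values (TMM). The test was edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest) in a model with batch and group, fitted to all 8 libraries with 5 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all IDs tested, and an ID was called at an adjusted p under 0.05. The batch coefficient was tested in the same fit, and the batch-by-group interaction in a model with that term added. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of its F statistic. CPM values (counts per 1000000 counts of the library) used the TMM-scaled library size, and log2 CPM values used a prior count of 2.

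The rule for the genes to be named, fixed before the data were examined, asked for a gene symbol, an adjusted p under 0.05, a mean CPM of at least 5 and a change of the same sign in all 4 number-matched pairs of control and knockdown libraries. The symbol condition could not be met and was dropped after the files were read. Of the IDs that met the rest (543 rising and 705 falling), 2 per direction are given: the one with the largest log2 fold change and the one with the smallest p. The rule had asked for more genes per direction, and for genes of the planned lists. That number was also cut after the files were read. Values per library are means ± SD over 4 libraries. The exact two-sided permutation tests of library properties enumerate 70 relabelings, and the smallest p this design allows is 0.0286.

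Total counts ranged from 34592957 to 45971931 per library, so 1 CPM corresponded to between 34.6 and 46.0 counts before scaling. Replicates were compared for duplicate deposits over 12722 IDs with a mean count of at least 50. The chi-square statistic per degree of freedom between libraries of the same group and batch ranged from 14.2 to 48.4, where 1 is expected for sampling noise, so no library is a second deposit or a second sequencing run of another. Separate preparations from one culture would also exceed 1, so this does not show that the cultures were separate, and counting the 8 libraries as separate samples rests on the labels.

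The tests were run on simulated data: negative binomial counts with the means, library sizes and dispersions of the real 15140 IDs, in which 200 IDs were changed by a known factor. These dispersions were edgeR's estimates, already pulled towards a common trend. The spread of single genes may thus be too even, and the recovery given here too high. For the knockdown contrast the test recovered 34.0% of IDs changed 1.25-fold, 77.0% of those changed 1.5-fold and 85.0% of those changed 2-fold, with 7 to 10 false calls. With no ID changed it made 2 false calls. For the interaction, where the change was in batch 2 alone, it recovered 12.0% at 1.5-fold, 57.5% at 2-fold and 83.0% at 3-fold. False calls for the interaction were 5, 9 and 15 at these changes, and 1 with no ID changed.

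Alternatives fixed before the data were examined were other scalings (DESeq2's median-of-ratios factors, the upper quartile, library size alone), no filter on low counts, a filter of CPM of at least 1 in at least 4 libraries, DESeq2 1.42.0 and limma-voom (limma 3.58.1) as tests, no batch term, the replicate number as a block, each batch alone, a stricter adjusted p, a minimum fold change of 1.5, and each library left out in turn. Thinning of every library to the smallest total was added after the data were seen. Leaving out a library was not run for the interaction, since it leaves a group with 1 library in a batch.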

Results

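RNA-seq read counts were collected from 8 libraries of cultured neonatal rat atrial myocytes, the contractile cells of the heart's upper chambers. 4 libraries came from cells given the control siRNA and 4 from cells given a targeting siRNA, and each of 2 batches held 2 libraries of each group. The comparison addressed which transcripts differ in abundance in atrial myocytes given the targeting siRNA rather than the control siRNA.

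The control libraries held 42866594 ± 2515612 counts (SD, n = 4) and the knockdown libraries 39181682 ± 3511049 counts (SD, n = 4). This difference was within the spread between libraries (exact two-sided permutation p = 0.171, Benjamini-Hochberg adjusted p = 0.457 over 8 comparisons of library properties). The deepest library was control replicate 4 with 45971931 counts, and the shallowest was knockdown replicate 4 with 34592957 counts. Between 19706 and 21026 of the 38898 gene IDs had at least 1 count in a library, and 12490 IDs had none in any library. The 10 most abundant IDs took 10.1 ± 0.989% of counts in control libraries and 10.2 ± 0.697% in knockdown libraries (SD, n = 4 each; exact permutation p = 0.914).

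Log2 CPM values correlated between libraries with Pearson's r from 0.980 to 0.994 across the 15140 IDs tested, which are not independent replicates. The first principal component held 40.3% of the variance and separated the batches, and the second held 19.3% and separated the groups. On the first component, control replicate 1 had a score of -11.7, and the other 3 libraries of batch 1 had scores from -29.5 to -24.8.

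**Figure D1:**
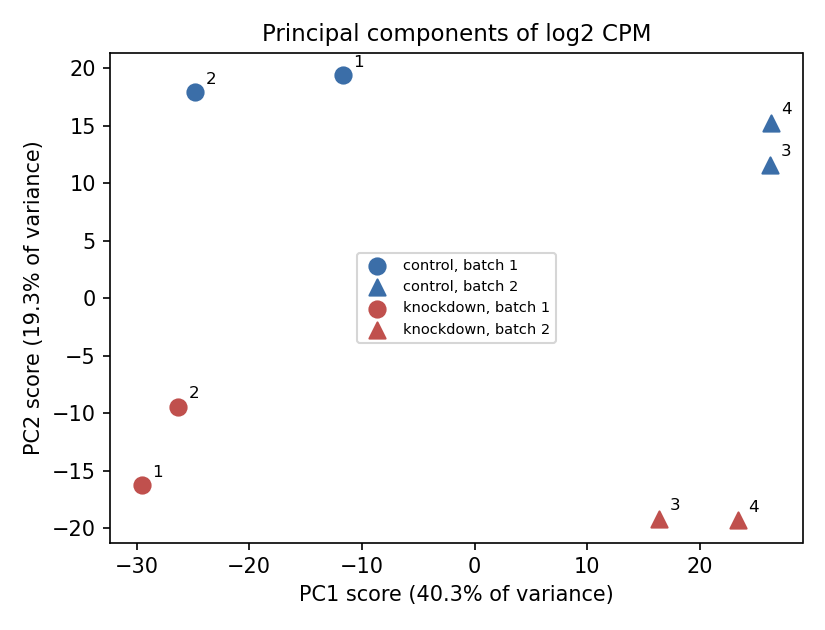
Scores of the 8 libraries on the first 2 principal components of log2 CPM, with the replicate number beside each point, colour for the group and shape for the batch. The first axis (40.3% of variance) parts batch 1 (circles) from batch 2 (triangles), and the second (19.3%) parts control from knockdown.

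The knockdown and control libraries differed at 1464 of 15140 IDs (9.67%) by edgeR's quasi-likelihood test with batch in the model and a Benjamini-Hochberg adjusted p under 0.05. Of these, 629 were higher and 835 were lower in the knockdown libraries. At an unadjusted p under 0.05 there were 3698 IDs, against 757 expected by chance. The treatment of the batches moved this count most: without the batch term 305 IDs were called, and batch 1 alone gave 98. Leaving out 1 library at a time gave from 753 calls, without knockdown replicate 3, to 1375, without control replicate 2. Without control replicate 4 there were 880 calls.

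Most changes were small. The median size of the log2 fold change among called IDs was 0.39 (quartiles 0.28 and 0.57). A change of at least 1.5-fold was found at 349 called IDs, of which 112 were higher and 237 lower in knockdown. A change of at least 2-fold was found at 71, of which 21 were higher and 50 lower. The median log2 fold change over all IDs tested was 0.0042. Called IDs were more abundant than tested IDs as a whole: the median CPM was 35.6 for IDs higher in knockdown, 30.1 for IDs lower in knockdown and 18.0 for all IDs tested. All 4 number-matched pairs of libraries changed in the same direction for 27.5% of all IDs tested, compared with 12.5% expected with no effect.

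Among called IDs with a mean CPM of at least 5 and the same direction in all 4 pairs, the one with the largest rise, ENSRNOG00000010887, increased from 3.92 ± 0.675 CPM in control libraries to 9.84 ± 0.359 CPM in knockdown libraries (SD, n = 4 each), a log2 fold change of 1.33 ± 0.11 (SE) with an edgeR adjusted p of 2.81e-05. Its counts lay between 138 and 432 per library. The rising ID among them with the smallest p, ENSRNOG00000002454, increased from 32.4 ± 4.01 to 64.2 ± 1.97 CPM (SD, n = 4 each), with a log2 fold change of 0.99 ± 0.08 (SE; edgeR adjusted p = 2.35e-05). The largest fall among them was at ENSRNOG00000007637, from 7.81 ± 2.28 to 2.53 ± 0.687 CPM (SD, n = 4 each), a log2 fold change of -1.63 ± 0.13 (SE; edgeR adjusted p = 2.81e-05). The falling ID among them with the smallest p, ENSRNOG00000060694, decreased from 69.8 ± 4.42 to 29.2 ± 4.69 CPM (SD, n = 4 each), with a log2 fold change of -1.27 ± 0.07 (SE; edgeR adjusted p = 2.29e-06). Both falling IDs also differed between batch 2 and batch 1, with log2 differences of 0.68 (ENSRNOG00000007637; edgeR adjusted p = 0.00307) and -0.25 (ENSRNOG00000060694; edgeR adjusted p = 0.0158). Control and knockdown values did not overlap for any of these 4 IDs, which their choice by p and size in the same libraries favours. The files do not pair these IDs with gene names, and whether any of them shares reads with an overlapping or near-identical gene is not known.

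**Figure D2:**
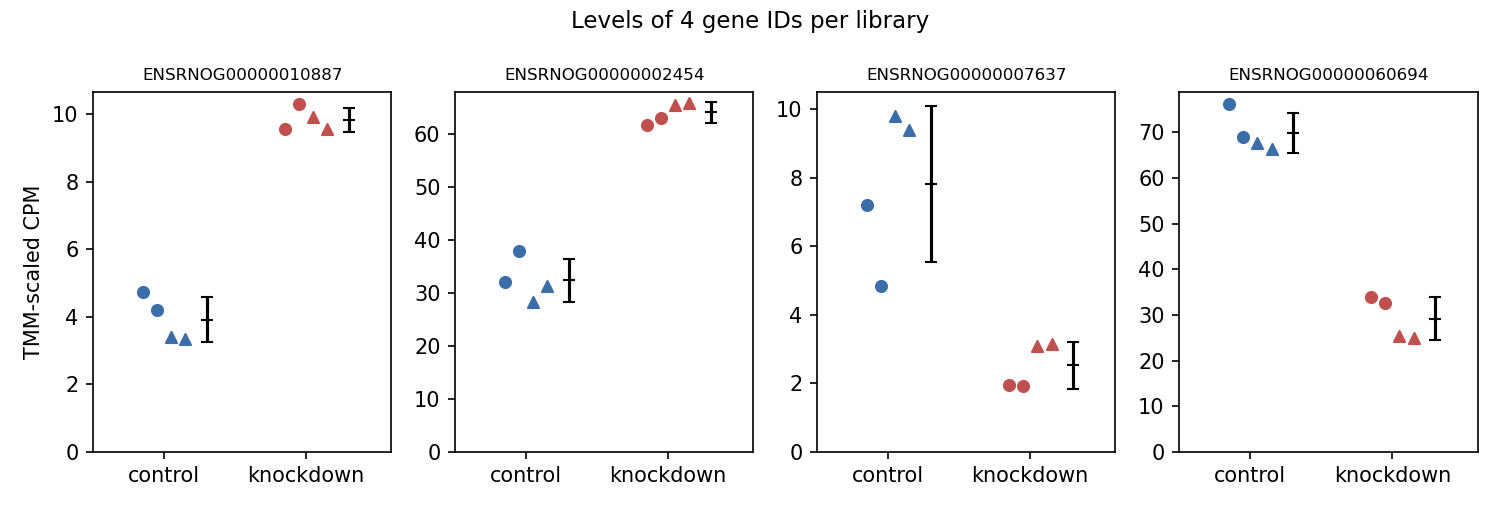
TMM-scaled CPM of 4 gene IDs in the 8 libraries (points; circles batch 1, triangles batch 2), with the mean and SD of each group (n = 4) as a bar with whiskers beside the points; each vertical axis starts at 0. The 2 IDs on the left are higher in every knockdown library than in any control library, and the 2 on the right are lower.

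The batches were then analysed separately, since each holds its own control and knockdown libraries. Batch 1 alone, with 2 libraries against 2, gave 98 called IDs, of which 37 were higher and 61 lower in knockdown (edgeR, adjusted p under 0.05). Batch 2 alone gave 857, of which 419 were higher and 438 lower. Of the 98 IDs called in batch 1, 97 had the same direction in batch 2 and 85 were also called there. Of the 857 called in batch 2, 821 (95.8%) had the same direction in batch 1. Log2 fold changes of the batches correlated across the 12968 IDs with a mean CPM of at least 1 (Pearson's r = 0.553), and less over all 15140 IDs tested (r = 0.373, with the same direction at 63.7%). All 1464 IDs called in the fit of both batches had the same direction in each batch, a property that the joint test itself favours.

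**Figure D3:**
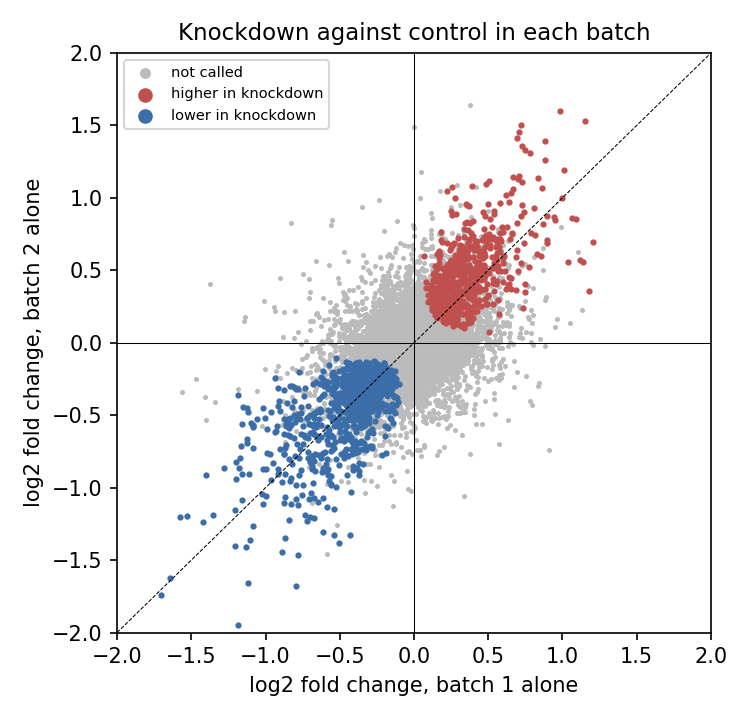
Log2 fold change of knockdown against control in batch 1 alone (horizontal) and batch 2 alone (vertical) for the 12968 IDs with a mean CPM of at least 1. Grey points were not called in the fit of all 8 libraries, coloured points were called higher or lower in knockdown, and the dashed line marks equal change; the correlation across these IDs was 0.553, and 0.373 over all 15140 tested.

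A test of the difference itself, the batch-by-group interaction, called 0 of 15140 IDs (edgeR, smallest adjusted p = 0.461). At an unadjusted p under 0.05 there were 1175 IDs (7.76%), against 757 expected by chance. In simulated data this test recovered 57.5% of 2-fold and 12.0% of 1.5-fold differences confined to batch 2, so most differences of 1.5-fold would be missed. Recovery in the real data may be lower, since the simulated dispersions were already pulled towards a common trend. The count of 0 depended on the filter and on the test: with no filter on low counts 92 IDs were called, and DESeq2 on the same 15140 IDs called 5.

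The batches differed at 3964 IDs in the same fit (edgeR, adjusted p under 0.05), of which 1979 were higher and 1985 lower in batch 2. The median size of these log2 differences was 0.35. With scaling by library size alone, the split was 1343 higher and 3126 lower, and with the upper quartile it was 1589 higher and 2536 lower, while DESeq2's factors gave 2065 higher and 1900 lower, so the balance of directions between batches depended on the scaling. The TMM factor was 1.02 ± 0.00904 in batch 1 and 0.978 ± 0.00623 in batch 2 (SD, n = 4 each; exact two-sided permutation p = 0.0286, adjusted p = 0.229). For knockdown against control, these 3 scalings put from 41.6% to 42.5% of called IDs on the higher side, and TMM 43.0%.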

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

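The thinning of libraries was the only alternative chosen after the data were seen. None of the 22 alternatives changed the direction of any of the 1464 IDs called in knockdown against control, where these were still tested. The stricter adjusted p and the minimum fold change reuse the main fit, so no direction could change there. The others use all or some of the libraries that selected these IDs, which favours the same direction. Other scalings, DESeq2, limma-voom, the stricter filter and thinning gave from 1412 to 1785 calls. No filter gave 2068, from a fit whose prior degrees of freedom were infinite (7.51 with the filter). Each kept at least 1359 of the 1464. The 4 IDs given by name kept their direction and an adjusted p under 0.05 in all 20 alternatives in which they were tested, with adjusted p-values up to 0.0300.

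Without the batch term there were 305 calls (128 higher, 177 lower in knockdown), all of them among the 1464. Batch 1 alone gave 98 (37 higher, 61 lower) and batch 2 alone 857 (419 higher, 438 lower), with 2 libraries per group. An adjusted p under 0.01 gave 611 (246 higher, 365 lower), and a minimum of 1.5-fold gave 349 (112 higher, 237 lower), both by construction subsets of the 1464.

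Across the 8 fits that each left out 1 library, calls ranged from 753 to 1375, IDs higher in knockdown from 306 to 562 and IDs lower from 447 to 813. The lowest values came without knockdown replicate 3, where 741 of the 1464 (50.6%) stayed called. The count of higher IDs also fell by more than 1.5 times without control replicate 3 (366), control replicate 4 (384) and knockdown replicate 2 (416). Without control replicate 4, the count of lower IDs (496) and all calls (880) fell by more than 1.5 times as well. Calls between batches ranged from 2704 to 4203 in these fits and from 3859 to 4469 in the other alternatives, within 1.5 times of 3964.

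With the replicate number as a block (a paired fit), 842 IDs were called (326 higher, 516 lower), of which 838 were among the 1464. Deviations from the group means correlated by 0.205 to 0.570 between libraries of the same number, but by 0.609 to 0.694 between libraries of the same batch and the other number, over 10671 IDs. Once batch was removed as well, same-numbered libraries deviated in opposite directions (r = -0.441 in batch 1, -0.209 in batch 2). The numbers therefore share the batch, which is already in the model, and showed no pairing of like numbers beyond it. With 2 libraries per group and batch, the deviations of the 2 mirror each other. The negative values thus equally mean that control and knockdown libraries of unlike number deviated alike within a batch. What this reflects was not tested, and the main fit has no term for it.

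The interaction gave 0 calls under other scalings, limma-voom, the stricter filter and thinning, 5 calls with DESeq2 and 92 with no filter on low counts. Corrections for GC content and length, alone and with the block, were not run, nor were the alternatives for the target and the gene lists, since the IDs had no names.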

Other observations

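Of the tests in this part, the comparison of the batch effect with other balanced splits, the reading of the fits without 1 library for the knockdown calls, the test of a smaller effect in batch 1, the exchange of prior degrees of freedom, and thinning were chosen after the result they bear on was seen. So was the rule for reading the opposite directions of knockdown and batch effects without 1 library: the rule set first asked only whether the correlation stayed below 0, which it did. No sample value in a group of 4 stood apart from the others by Dixon's test in the 20 groups of values examined, where chance alone would give about 1. Each group of 4 mixes the batches, so the gap between batches widens its range, and a departure within a batch, such as that of control replicate 1 on the first component, could not be found this way.

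The 8 libraries can be split into 4 and 4 in 35 ways. The model with a batch term can be fitted to 34 of them, and 1 of those 34, the real one, gave as many as 1464 called IDs. Of the other 33, 32 gave 0 calls and the largest count was 3. These splits leave the difference between the real groups in the spread within each side, which lowers their counts by construction. Some also hold unequal numbers of each batch on a side, so the batch term takes up part of their contrast. The remaining split is the batch itself, which gave 2375 calls in a model without a batch term, more than the 305 that the real groups gave in such a model. For the difference between batches, with the group kept in the model, 1 of 34 splits, the real one, gave as many calls. The other splits there leave the batch difference in the spread, with the same limit. Unequal depth is argued against as the source of the knockdown calls, since thinning every library to the smallest total left 1412. With library size alone, 1421 of the 1464 stayed called in the same direction, so the calls do not come from the TMM factors. The mean factors were 1.00042 in control and 1.00015 in knockdown libraries. Dropping them could thus hardly shift the contrast, and this does little to test scaling otherwise. A single deviant library is argued against by the 741 that stayed called in the least favourable fit without 1 library. What also stays open is an effect of the siRNA treatment other than on its target, which the design cannot part from the knockdown. GC content and length were not tested and stay open too.

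An exchange of control and knockdown labels within one batch would make the log2 fold changes of the batches run in opposite directions. Their correlation on log2 CPM across 12968 IDs was 0.551. Among the 9 ways to pair a 2-against-2 split of batch 1 with one of batch 2, the largest size of a correlation other than the real one was 0.278. An exchange in both batches at once is not excluded by this, because the level of the target was not analysed here.

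Batch 1 alone gave 98 calls and batch 2 alone 857, although no interaction was called. A candidate explanation is a larger spread between replicates in batch 1. The common dispersion was 1.71 times that of batch 2, a biological coefficient of variation of 0.0927 against 0.0709. In likelihood-ratio tests, batch 1 gave 710 calls with its own dispersions and 1572 with those of batch 2, while batch 2 gave 1454 with its own and 771 with those of batch 1. A smaller dispersion raises the calls of this test by construction, so only the size of these shifts is informative. With their own dispersions, the batches also differed by a smaller factor in this test than by the quasi-likelihood test (98 against 857). The exchange therefore does not show how much of that larger gap the spread explains. A smaller effect in batch 1 stays open. The SD of its log2 fold changes, less the noise between replicates, was 0.874 times that in batch 2. This was over all 12968 IDs with a mean CPM of at least 1 (0.879 over the 10671 with at least 5). The ratio points towards a smaller effect, but its spread is not known, and each noise estimate rests on 2 pairs of replicates. It cannot tell how much of the gap in calls a smaller effect explains. The ratio replaced one planned over the 1464 called IDs, whose choice by the joint fit favours alike effects. Among those IDs the median size of the log2 fold change was 0.364 in batch 1 and 0.414 in batch 2. Depth is argued against, since after thinning batch 2 still had 12.1 times the calls of batch 1 (857 against 71). The spread was widest between control replicates 1 and 2, with a median absolute deviation (scaled to an SD) of 0.163 in log2 ratio. It was 0.130 for control replicates 3 and 4. The knockdown pairs were nearly alike, at 0.143 for replicates 1 and 2 and 0.145 for replicates 3 and 4. By this measure the larger spread in batch 1 rests on its control pair alone. On the first component control replicate 1 stood apart from the rest of batch 1. It lay farther from knockdown replicates 1 and 2 (chi-square per degree of freedom 66.0 and 45.8) than control replicate 2 did (33.2 and 24.2). By chi-square, control replicate 2 lay nearer to both knockdown libraries than to control replicate 1 (48.4). By correlation of log2 CPM, control replicate 2 lay nearer to control replicate 1 (0.9898 against 0.9890 and 0.9894). Control replicate 1 lay nearer to knockdown replicate 2 than to control replicate 2 by both measures (45.8 and 0.9905). The correlations of log2 CPM were divided, since control replicate 1 had the lower one with knockdown replicate 1 (0.987 against 0.989) and the higher one with knockdown replicate 2 (0.990 against 0.989). Why they differ was not tested, and no biological explanation was tested.

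Whether any interaction was called depended on the filter on low counts and on the test. The 92 IDs called without a filter all passed the filter of the main analysis too, and their median mean count was 1746, so they are not low-count IDs themselves. With the filter their adjusted p-values lay between 0.461 and 0.768, and 73 of the 92 had an unadjusted p under 0.05. Their log2 differences moved by a median of only 0.0014 between the fits. With the filter, the prior that pulls the dispersions of single genes towards the common trend had 6.68 degrees of freedom. Without it, the estimate was infinite, so the spread of single genes was no longer used. Given the prior degrees of freedom of the other fit and otherwise left as it was, the fit without a filter called 0 IDs, and the fit with the filter called 272, 90 of the 92 among them. This exchange replaced a planned comparison of dispersions over the 92 IDs, which their selection decides. This is consistent with an effect of low-count IDs on the moderation of the test rather than on the data of the 92 IDs. Over all 15140 IDs, the F statistics of the fit without a filter were a median of 0.866 times those with the filter. The same F gives a smaller p when the prior degrees of freedom are infinite. This ratio therefore cannot tell whether the fit without a filter gained calls in general. In 5 simulated data sets with no interaction, the fit without a filter made 1 to 10 false calls and the fit with a filter 0 to 2. The simulated dispersions were themselves already moderated, so these simulations do not account for all 92. DESeq2 called 5 IDs for the interaction, and all 5 were among the 92. Real differences between batches at some of these IDs stay open.

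The knockdown and batch effects ran in opposite directions more often than not. Of the 574 IDs called in both contrasts, against 383 expected if the calls were independent, 427 (74.4%) had opposite signs, and over 12968 IDs the correlation of the effects was -0.185. A trend of both effects with abundance is argued against, since the median correlation within 10 classes of mean CPM was -0.240 and all 10 were below 0. A single library is not excluded: the correlation was -0.0836 without control replicate 1 and -0.0946 without knockdown replicate 3, both smaller in size than the median of 0.129 for the other balanced splits. With the effects computed from disjoint libraries, which share no library's noise, all 8 correlations were below 0 (-0.310 to -0.0460). This goes against noise shared by the estimates as the only source. It does not exclude such noise, since the 8 reuse the same libraries, are not independent, and were slight at the weakest. Variation within batches that runs along the batch difference is also open: of the 18 splits with 2 libraries of each batch on either side, 8, the real one included, correlated with the batch effect at least as strongly as the real groups, and the largest size among the others was 0.287. The opposite directions are thus no more than other groupings of these libraries show, and may say nothing about the knockdown.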
